A study of Mus musculus with 474 samples. Its data were reported in "Transcripts with high distal heritability mediate genetic effects on complex metabolic traits" (2025).

How the data were processed

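The data are RNA-seq measurements of skeletal muscle, named gastrocnemius in the study's methods, from 474 Diversity Outbred mice fed a high-fat, high-sugar diet. Diversity Outbred mice are an outbred stock descended from 8 inbred founder strains, so that every animal carries its own mixture of founder genomes. Each animal gave 1 library, and 235 libraries were labelled female and 239 male. Each library title also holds a number (17, 18, 19, 21 or 23), read here as the outbred generation. The study's text does not name all of these numbers as generations, so this reading is an assumption. Wave, which the study used as a further covariate, is not given in the labels and was not fitted. The last number in each title was read as a library number. These numbers run from 219 to 701 in stretches of 96, and they were divided into 5 blocks of consecutive numbers (219 to 314, 323 to 418, 419 to 514, 515 to 610 and 611 to 701), started again after a gap of more than 3 numbers. The blocks may stand for preparation plates, which the labels do not state. The same animal appears nowhere again, so samples share no pairing. The animals can still be related. The study fitted kinship as a random effect when it mapped expression loci. The files hold no genotypes, so all tests here treat animals as independent. Tests between generations measure against the spread between animals, and not between repeated cohorts of a generation.

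Per the study's methods, polyadenylated RNA was selected, a spike-in mix was added, and libraries were sequenced as read pairs. The authors joined both mates of each pair, aligned them as single reads to a transcriptome that combined the founder strains, and estimated expected counts per gene with the EMASE algorithm run by the GBRS package. The deposited expected counts therefore count read ends and not fragments, and a fragment can add up to 2. They are unnormalised, and 68.6% of them were whole numbers to the sixth decimal. The authors state a filter on genes that few samples express, and 99.9% of the 20612 deposited genes had a count of at least 1 in at least 50% of libraries. Versions of the alignment and counting software and any use of strand were not stated in the sources used here. Genes that overlap others, and genes with near-identical copies, were therefore read as uncertain. The authors also deposited a score per gene and library, the variance stabilising transform (VST) of DESeq2, whose unit is close to log2 and which ran from 5.24 to 22.9. The methods describe removing batch effects as well. A VST recomputed from the rounded counts without any batch term had Pearson r = 0.999 with the deposited score over all values. The mean difference between both versions varied by 0.0124 between blocks in the median gene, so the deposited score was taken as a transform with no block effect removed. Gene positions are given as deposited, and 99.5% of starts and 99.5% of ends equalled those of GENCODE M21 to the base, so the genome build was taken as GRCm38. Gene types came from GENCODE M21, in which 15646 of the genes are protein-coding.

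All columns of both tables were matched to their samples by animal number. The columns of DO048 and DO308, and those of DO309 and DO310, stand in exchanged places relative to the list of samples in both tables, and their names were taken as right. The study's methods describe a quality check that compared genotype probabilities read from the RNA with those of the genotyping array. Its outcome for these animals was not given. Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table version 1.17.8. The filterByExpr function with a minimum count of 10 over the 10 sex-by-generation groups kept 18823 genes and removed 1789. TMM factors ranged from 0.871 to 1.29. The quasi-likelihood F-test of edgeR with a trended dispersion was used for the difference between the sexes with generation as covariate, between generations with sex as covariate, for the sex-by-generation interaction with both main effects, and between library blocks with sex and generation as covariates. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Counts of genes are also given for a difference of at least 1.5-fold. All log2 differences are male minus female, or the range between the highest and the lowest fitted level. CPM values were computed on the TMM-scaled total, and log2 CPM was taken with a prior count of 2.

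Total counts were compared by permutation tests, 2-sided for sex and of the F ratio for generation, with 100000 resamples, the smallest possible p being 1e-05. Principal components were taken from the deposited VST centred per gene, and the first 5 were tested against sex, generation and block in 15 permutation tests of the F ratio. The difference in spread between the sexes was tested by limma on the absolute deviation of each VST value from the median of its group. Correlation between neighbouring genes was measured on VST residuals after sex and generation. The median absolute Pearson correlation of pairs whose starts lay within 4 Mb on the same autosome was set against 500000 drawn pairs on different autosomes, with 999 shuffles of gene positions. The 7341 genes that overlap another gene were left out. These steps and the figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

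There were 14 gene lists: a check of sex from Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, and 13 lists for slow fibres, fast fibres, adipocytes, macrophages, Schwann cells, erythroid cells, mitosis, the tricarboxylic acid cycle, breakdown of branched-chain amino acids, immediate-early genes, clock genes, oxidative phosphorylation and ribosomal proteins. They were tested between the sexes by limma's camera with a preset correlation of 0.01. Between generations, a score per library (the mean of the standardised VST over a list's genes, after removal of sex) was tested by permutation of the F ratio. Another 3 lists, chosen after the data were first examined, served as tests of explanations: genes of liver cells, of brown fat, and of the X chromosome that escape inactivation. Also after that, a score of 958 autosomal genes that differ between the sexes at least 1.5-fold, in the fit without the 5 libraries whose sex-linked RNA departed from their label, was used to place those libraries. It is the mean standardised log2 CPM in the direction of males, set to 0 at the median of the other females and 100 at that of the other males.

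Genes were named by a fixed rule. For sex these were the 5 largest differences in each direction off the Y chromosome and other than Xist, with an adjusted p under 0.05, an average log2 CPM of at least 1, and the same sign within each generation. For generation they were the 5 widest ranges at the same limits, for the interaction the 3 smallest p past the threshold, and for library blocks the 3 smallest p. For spread they were the 5 largest residual SDs and the 3 largest differences between the sexes. Pparg, Nucb2, Myh7, Myh2, Myh1, Myh4, Adipoq and Lep were always named. Genes outside this rule were chosen after their values were seen. The comparisons, their tests, the 14 lists, the naming rule and a first set of alternatives were fixed before the data were examined.

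The alternatives fixed at that point were DESeq2 size factors, total count alone, no filter on low counts, a filter that asks for a CPM of at least 1 in at least 50% of libraries (12350 genes), limma on the deposited VST, the DESeq2 tests, leaving out the 47 libraries with the lowest totals, block as a covariate, and leaving out a covariate, with matching choices for the other measures. Alternatives chosen after seeing the data were a correction of each library's trend with GC content and transcript length (splines with 5 degrees of freedom), total count as a covariate, the scores of 6 cell-type and fibre-type lists as covariates, lowering the highest count of each gene in each group to the next highest, and leaving out the 5 libraries whose sex-linked RNA departed from their label, or single libraries. A library labelled female departed where Xist was under 5% of the female median or all Y-linked genes together exceeded 5% of the male median. A library labelled male departed where Xist exceeded 5% of the female median or Ddx3y was under 5% of the male median. For each test across genes the labels were also reassigned in 99 random splits of the same sizes, within the levels of the other labels, which with the real one make 100. The dispersion was estimated once for all of these.

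Each step was tested on simulated data of the 18823 genes with 200 of them changed. It found 98.0% of the changed genes for sex, 91.5% for generation, 90.5% for the interaction, 93.5% for block and 100% for spread. Of the calls made, 5.34%, 1.62%, 4.23%, 3.61% and 2.91% fell on unchanged genes. The simulated values were drawn independently for each gene and animal, the counts at the fitted trend of dispersion, and without extreme animals. These rates may therefore not hold for the real data. Fitted differences between the sexes were 0.989 times the simulated ones in the median. Total counts lay between 35.9 and 165.7 mega-counts per library. A count of 0 allows up to 3 counts, which at the depth of the libraries concerned was at most 0.0505 CPM. Such limits cover counting error only, since amplified reads, and mates counted apart, are not independent molecules. No library was left out of the main results.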

Results

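Skeletal muscle RNA was measured by RNA-seq in Diversity Outbred mice of both sexes, with 1 library per animal. The labels divide the libraries by sex and by a number read as the generation of the outbred stock. Generation 17 had 48 libraries labelled female and 46 labelled male, generation 18 had 45 and 48, generation 19 had 49 and 50, generation 21 had 46 and 47, and generation 23 had 47 and 48. All animals had the same diet, so the files hold no group on another diet. The library numbers were divided into blocks of 96, 96, 96, 95 and 91 libraries, which held 44, 54, 50, 43 and 44 females.

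The total count per library, in mega-counts (M), ranged from 35.9 to 165.7 M, with a mean of 81.5 ± 16.2 M (SD). It was 82.5 ± 17.6 M in females and 80.6 ± 14.8 M in males. The difference in means, male minus female, was -1.85 M, within the spread between libraries (permutation test, 2-sided, p = 0.213). The difference in log2 totals was -0.03 (p = 0.327), and that in medians was -0.000692 M (p = 1.0), the alternative that moved it most. Mean totals in generations 17, 18, 19, 21 and 23 were 82.5, 79.99, 79.7, 80.95 and 84.5 M, and generation took 1.22% of the variance of the totals (F = 1.44, permutation p = 0.217). On the log2 scale the F ratio was 1.36 (p = 0.245). The library blocks differed: block took 7.83% of the variance (F = 9.96, p = 1e-05, the smallest that 100000 permutations can give), from 89.6 ± 19.2 M in block 2 to 76.0 ± 11.96 M in block 5. Taken alone, the blocks gave p from 0.126 to 0.918 for sex and from 0.0606 to 0.588 for generation. In each library the 10 most abundant genes held between 23.6% and 32.8% of the counts, and mitochondrial genes held 10.6% on average.

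**Figure D1:**
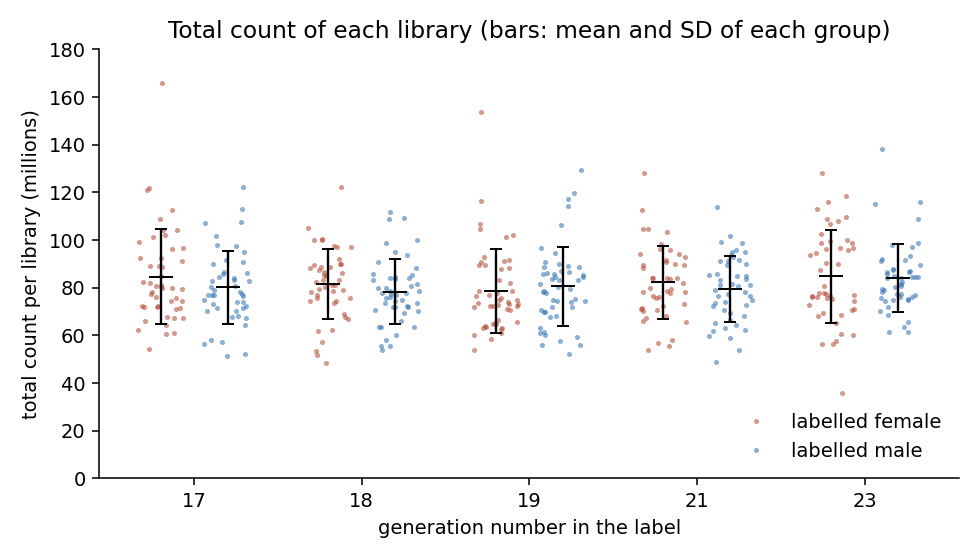
Total count per library in mega-counts (M), by generation number and labelled sex. Points are libraries and bars are the mean and SD of each of the 10 groups, whose ranges overlap. All libraries together span 35.9 to 165.7 M.

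Sex-linked RNA was examined first, as a check of the labels. Xist (X chromosome, 103460366 to 103483254, GRCm38) is transcribed from the inactive X of females, and Ddx3y (Y chromosome, 1260771 to 1286629) from the Y. In libraries labelled female, apart from 3 named next, Xist was 233.4 ± 54.3 CPM (range 104.9 to 523.7) and Ddx3y, Eif2s3y, Kdm5d and Uty had no counts. In libraries labelled male, apart from 2 named next, Xist lay between 0 and 2.43 CPM, Ddx3y was 90.8 ± 17.7 CPM (60.98 to 171), Eif2s3y 44.7 ± 6.13, Kdm5d 17.3 ± 2.18 and Uty 17.4 ± 5.06. The library labelled male DO308 (generation 19) had 0 counts of both Xist and Ddx3y, where 3 counts, the upper limit that a count of 0 allows, are 0.0505 CPM. The libraries labelled female DO153 (generation 18) and DO347 (generation 21) had Xist at 0.329 CPM (27 counts) and 0.173 CPM (15 counts), and 0 counts of Ddx3y. The library labelled female DO048 (generation 17) had Xist at 122 CPM and Ddx3y at 0.133 CPM (10 counts), and of the other Y-linked genes only Gm21244, Gm37158 and Gm47283 were near male levels. The library labelled male DO193 (generation 18) had Xist at 13.4 CPM (1088 counts) and Ddx3y at 93.7 CPM. All other labels went with their sex-linked RNA, and all libraries were kept in the comparisons under the sex they are labelled with. The closest pair of libraries within a group differed by a chi-square of 61.9 per gene, where a repeat of the same library would give about 1, so no library was a duplicate of another in its group. Libraries of different groups were not compared in this way.

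**Figure D2:**
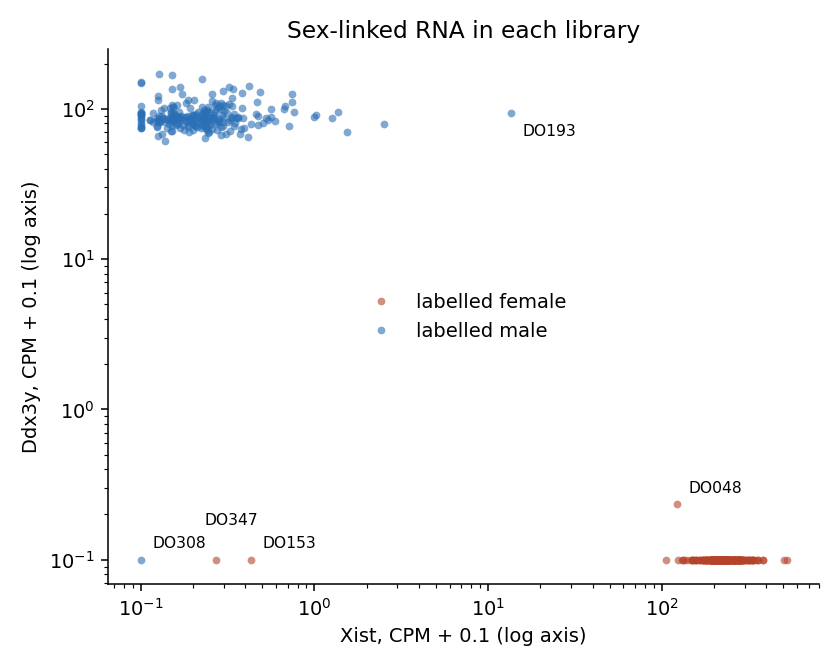
Xist against Ddx3y in each library, in CPM with 0.1 added, on log axes, coloured by labelled sex. The 5 libraries named by animal number lie apart from both main clusters.

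Principal components of the deposited scores showed which labels went with the largest axes of variation. PC1 held 7.51% of the variance, and sex took 78.4% of it (permutation test, adjusted p = 5e-05 over 15 tests, from the smallest p that the permutations can give, 1e-05). The largest loadings on PC1 were those of Xist (71.1) and the Y-linked genes Ddx3y (-63.3), Eif2s3y (-53.8), Kdm5d, Uty and Gm37158. The share of sex thus rests in part on sex-linked genes, and components without them were not computed. PC2 held 4.802%, of which sex took 15.6% (adjusted p = 5e-05) and library block 2.86% (adjusted p = 0.0213). PC3 held 4.45%, of which block took 19.6% (adjusted p = 5e-05) and sex 2.65% (adjusted p = 0.00131). PC4, with 2.24%, went with none of the 3 labels, and PC5, with 1.77%, went with generation to 3.83% (adjusted p = 0.00354). The choice of scale moved these shares most: with each gene scaled to unit variance, sex took 0.441% of PC1 (adjusted p = 0.315) but 57.2% of PC3, and block took 21.99% of PC1. From log2 CPM, sex took 47.9% of PC1 and 49.5% of PC2.

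**Figure D3:**
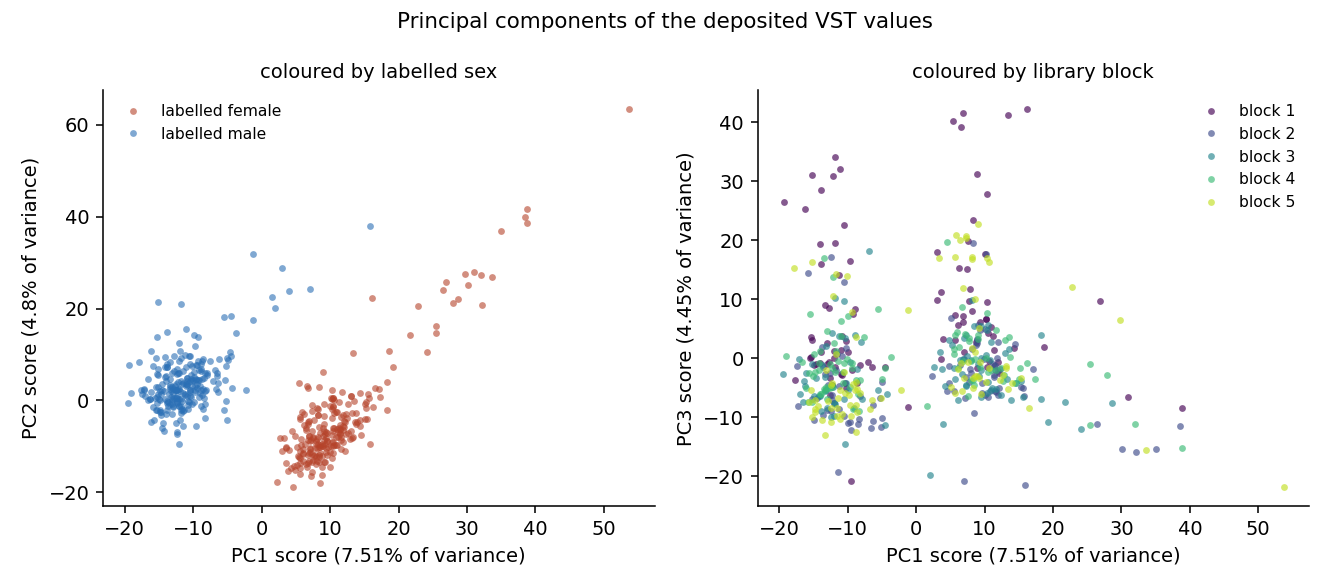
Scores of each library on PC1 and PC2 coloured by labelled sex (left), and on PC1 and PC3 coloured by library block (right). PC1 held 7.51% of the variance and parted most libraries by labelled sex.

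The comparison of the sexes asks how far muscle expression differs between males and females across genetically different animals. By edgeR's quasi-likelihood test, 10362 of 18823 genes (55.1%) differed with an adjusted p under 0.05, 4595 higher and 5767 lower in males, so that 44.3% of the calls were higher. The median size of these differences was 0.15 on the log2 scale, and 5.30% of the genes tested were called with a difference of at least 1.5-fold, of which 35.9% were higher and 64.1% lower in males. The stricter filter on low counts moved the share called most, to 63.7% of its genes, and the cell-type and fibre-type scores as covariates gave the lowest share, 46.8%. With total count alone for scaling, 3330 calls were higher and 7469 lower (30.8% higher). The median of all genes was -0.01 with TMM and -0.05 with total count alone. The sign was the same in all generations for 85.9% of the called genes and in all library blocks for 83.0%, and for 96.4% and 95.6% of those over 1.5-fold. Fits within generations 17, 18, 19, 21 and 23 called 4271, 4405, 3872, 4669 and 4765 genes, and fits within blocks 3708, 4275, 4596, 5380 and 4369. Of the called genes, limma on the deposited scores also called 96.2% and DESeq2 99.3%. The X chromosome had 58.5% of its genes called, the Y chromosome 8 of 8, and the autosomes from 50.1% (chromosome 5) to 59.9% (chromosome 19).

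The 5 genes with the largest rise in males by the fixed rule were Slc15a5 (ENSMUSG00000044378, chromosome 6, 137983586 to 138079916), 1700001O22Rik (ENSMUSG00000044320, chromosome 2, 30794769 to 30803661), C7 (ENSMUSG00000079105, chromosome 15, 4988762 to 5063740), Amd-ps3 (ENSMUSG00000060096, chromosome 18, 64448685 to 64449689) and Amd2 (ENSMUSG00000063953, chromosome 10, 35708675 to 35711892). Slc15a5 was 0.875 ± 0.991 CPM in females and 16.9 ± 11.1 in males (SD), a log2 difference of 4.32 (SE 0.14, adjusted p = 3.97e-112). 1700001O22Rik was 0.532 ± 0.370 against 5.20 ± 3.60 CPM (log2 3.29, SE 0.10, adjusted p = 1.71e-122), and C7 was 1.60 ± 0.961 against 14.5 ± 7.22 CPM (log2 3.18, SE 0.07, adjusted p = 2.09e-168). Amd-ps3, a processed pseudogene, was 11.8 ± 10.2 against 79.3 ± 69.4 CPM (log2 2.75, SE 0.16, adjusted p = 1.56e-50), and Amd2 was 68.3 ± 57.1 against 433.2 ± 322.6 CPM (log2 2.67, SE 0.18, adjusted p = 7.41e-38). Both belong to a family of near-identical sequences, between which reads could be divided, so their separate values are uncertain. Within every generation the sign of all 5 was the same, and under each alternative tried they stayed higher in males.

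The 5 largest falls in males were Mup10 (ENSMUSG00000078680, chromosome 4, 60578260 to 60582199), Ucp1 (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452), Stc2 (ENSMUSG00000020303, chromosome 11, 31357307 to 31370074), Greb1 (ENSMUSG00000036523, chromosome 12, 16670615 to 16800886) and Gm21887 (ENSMUSG00000095562, X chromosome, 170009659 to 170019281). Mup10 was 4.32 ± 13.4 CPM in females and 0.124 ± 0.587 in males (log2 -5.25, SE 0.32, adjusted p = 2.01e-45). Ucp1 was 9.96 ± 30.5 against 1.10 ± 6.76 CPM (log2 -3.79, SE 0.38, adjusted p = 8.87e-20), with medians of 0.181 and 0.0447 CPM, so that the means rest on a minority of animals. Stc2 was 8.76 ± 5.87 against 1.60 ± 0.915 CPM (log2 -2.45, SE 0.08, adjusted p = 5.34e-114), and Greb1 was 5.01 ± 3.69 against 1.14 ± 0.457 CPM (log2 -2.13, SE 0.08, adjusted p = 5.18e-98). Gm21887 was 4.99 ± 3.70 against 1.18 ± 2.10 CPM (log2 -2.11, SE 0.18, adjusted p = 1.36e-25). Mup10 and Gm21887 have close relatives in the genome, and their values are uncertain for that reason. On the deposited scores, which draw low values together, the differences of Mup10 and Ucp1 were smaller, -1.18 and -0.87. The size of both differences also varied between generations by edgeR's interaction test (adjusted p = 0.000235 for Mup10 and 4.52e-05 for Ucp1), but not on the deposited scores (adjusted p = 0.847 and 0.999). Mean Ucp1 was 10.4 CPM in females against 0.313 in males in generation 17 and 4.89 against 3.54 in generation 23. Mean Mup10 was 2.85 against 0.358 CPM in generation 17 and 8.53 against 0.0213 in generation 21.

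Of the 8 genes named whatever their result, Myh7 (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626), the slow myosin heavy chain, was lower in males, 981.2 against 1508 CPM (log2 -0.62, SE 0.04, adjusted p = 2.61e-35), and by far less once the cell-type and fibre-type scores, to which it contributes, were covariates (log2 -0.06, adjusted p = 0.00062, range of log2 over alternatives -0.65 to -0.06). On chromosome 11, Myh2 (ENSMUSG00000033196, 67171027 to 67197517) was lower by a smaller amount (log2 -0.10, SE 0.03, adjusted p = 0.00398), but not past the threshold once those scores were covariates (log2 -0.04, adjusted p = 0.448, range of log2 over alternatives -0.13 to -0.04). Myh1 (ENSMUSG00000056328, 67200052 to 67224575) did not pass the threshold (log2 -0.06, SE 0.03, adjusted p = 0.0715). Myh4 (ENSMUSG00000057003, 67238029 to 67260446), the most abundant of the 4, was 68119 CPM in females and 70626 in males (log2 0.05, SE 0.02, adjusted p = 0.00565). Total count alone moved Myh1 past the threshold (adjusted p = 0.00366, range over alternatives 0.00366 to 0.118) and Myh4 to the other side of it (adjusted p = 0.171, range 0.00345 to 0.171). Myh7, Myh1 and Myh2 each overlap another gene of the table, Mhrt, Myhas and 9430073C21Rik, and their counts are uncertain where strand was not used. Adipoq (ENSMUSG00000022878, chromosome 16, 23146536 to 23158028) was lower in males (22.5 against 15.6 CPM, log2 -0.54, SE 0.09, adjusted p = 6.89e-09), but not once those scores, to which it contributes, were covariates (log2 -0.03, adjusted p = 0.58, range of log2 over alternatives -0.58 to -0.03). Lep (ENSMUSG00000059201, chromosome 6, 29060220 to 29073877) was higher in males (8.42 against 12.3 CPM, log2 0.55, SE 0.13, adjusted p = 0.000111). Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399) was 4.24 CPM in females and 3.82 in males (log2 -0.15, SE 0.05, adjusted p = 0.00281), but higher in males once the cell-type and fibre-type scores were covariates (log2 0.11, adjusted p = 0.00198, range over alternatives 0.000242 to 0.0219). Nucb2 (ENSMUSG00000030659, chromosome 7, 116504369 to 116540584) did not differ detectably (log2 -0.02, SE 0.03, adjusted p = 0.475). Between generations, Adipoq (log2 range 0.49, adjusted p = 0.037) and Lep (log2 range 0.86, adjusted p = 0.0226) passed the threshold and the other 6 did not. Both lost the call with those scores as covariates (log2 range 0.06, adjusted p = 0.889 for Adipoq, and 0.14, adjusted p = 0.981 for Lep) and on the deposited scores (adjusted p = 0.0793 and 0.0673), and Adipoq also without a sex term (adjusted p = 0.0746).

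The 13 gene lists ask whether genes of a cell type, fibre type or pathway moved together between the sexes. By camera with a preset correlation, 4 lists were lower in males: slow-fibre genes (mean log2 -0.48, 9 of 9 lower, adjusted p = 7.89e-09), adipocyte genes (-0.53, 7 of 9 lower, adjusted p = 0.0084), genes for the breakdown of branched-chain amino acids (-0.14, 16 of 19 lower, adjusted p = 1.39e-05) and ribosomal protein genes (-0.10, 73 of 80 lower, adjusted p = 3.48e-07). The test itself moved this most: with an estimated correlation none of the 13 lists was called, with adjusted p from 0.151 upward and 2 lists, slow fibre and branched-chain, at a raw p under 0.05. By fry, 11 were called, all but macrophage and oxidative phosphorylation. The 4 calls of camera therefore hold under fry and not under an estimated correlation, and 66 of 100 splits with reassigned labels gave as many lists. The other lists had camera adjusted p of 0.432 for fast fibres, 0.737 for macrophages, 0.432 for Schwann cells, 0.207 for erythroid cells, 0.432 for mitosis, 0.207 for the tricarboxylic acid cycle, 0.162 for immediate-early genes, 0.207 for clock genes and 0.513 for oxidative phosphorylation. In this last list the median was 0.00, the mean -0.00 and the direction of the test up, the only list where these differed in sign. In fits within blocks, the slow-fibre, branched-chain and ribosomal lists were called in 5 of 5 blocks and the adipocyte list in 3 of 5, with adjusted p of 0.539 in block 2 and 0.114 in block 5. Oxidative phosphorylation (adjusted p = 0.000157) and the tricarboxylic acid cycle (adjusted p = 0.0389) were called higher in males in block 5 alone, and immediate-early genes in block 1 alone (adjusted p = 0.0107).

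Single genes of the lists were called between the sexes as follows, over all genes and then adjusted over the list alone: 9 and 9 of 9 slow-fibre genes, 10 and 11 of 12 fast-fibre genes, 8 and 8 of 9 adipocyte genes, 2 and 2 of 10 macrophage genes, 1 and 1 of 5 Schwann cell genes, 3 and 3 of 5 erythroid genes, 18 and 18 of 20 mitosis genes, 11 and 11 of 18 genes of the tricarboxylic acid cycle, 16 and 16 of 19 branched-chain genes, 7 and 7 of 14 immediate-early genes, 6 and 6 of 14 clock genes, 38 and 38 of 80 oxidative phosphorylation genes, and 53 and 55 of 80 ribosomal protein genes. Between generations the counts were 13 and 13 for immediate-early genes, 4 and 4 for erythroid genes, 4 and 6 for adipocyte genes, 4 and 6 for macrophage genes, 1 and 1 for mitosis and for clock genes, and 0 and 0 in the other 7 lists, adjusted over all genes and adjusted over the list alone.

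Generation is the other label, and it asks whether expression shifted between cohorts of the outbred stock. With sex as covariate, 1423 genes (7.56%) differed between generations by edgeR's test, and 16.5% of these had a range of at least 1.5-fold, a number that 13 of 100 splits with reassigned labels also reached. Of the called genes 45.4% were lowest in generation 17, 31.7% highest in 17, and 25.2% highest in 23. Alternatives gave between 6.85% and 10.04% of the genes tested, DESeq2 also called 94.4% of these genes, and limma on the deposited scores 80.5%. With block as a covariate 1325 of them were still called. Within single blocks, with 91 to 96 libraries each, 81, 90, 176, 61 and 54 genes passed. The genes called over all libraries had a raw p under 0.05 within blocks in 31.2%, 36.7%, 38.0%, 26.8% and 41.3% of cases, against 5.22%, 7.32%, 7.11%, 5.07% and 6.59% of the other genes.

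The 5 widest ranges between generations were those of Fosb (ENSMUSG00000003545, chromosome 7, 19302696 to 19310051), Iigp1 (ENSMUSG00000054072, chromosome 18, 60376027 to 60392634), Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273), Gm13339 (ENSMUSG00000082884, chromosome 2, 22590024 to 22590533) and Cwc22 (ENSMUSG00000027014, chromosome 2, 77881159 to 77946375). Fosb had a log2 range of 3.99 (adjusted p = 1.77e-62), with means of 0.860 ± 0.855, 1.43 ± 1.21, 13.6 ± 12.3, 7.58 ± 8.14 and 10.1 ± 11.7 CPM in generations 17, 18, 19, 21 and 23 (n = 94, 93, 99, 93 and 95). Fos had a log2 range of 2.69 (adjusted p = 1.31e-52), with means of 11.4 ± 8.92, 16.3 ± 14.1, 71.5 ± 60.7, 45.0 ± 37.3 and 52.1 ± 41.1 CPM. Cwc22 had a log2 range of 2.29 (adjusted p = 3.34e-20), with means of 49.5 ± 102.6, 56.0 ± 119.2, 47.5 ± 107.6, 15.01 ± 34.3 and 11.3 ± 1.44 CPM, and 35 libraries stood far above the others. Iigp1 had a log2 range of 2.83 (adjusted p = 3.78e-20), but the library labelled female DO326 of generation 21 held 2814 CPM, against a median of 4.14 CPM in that generation. Without DO326 the range of Iigp1 was 1.04 (adjusted p = 0.01), and over all alternatives the adjusted p of Iigp1 ran from 8.24e-26 to 0.644, the last on the deposited scores. Gm13339, an unprocessed pseudogene, had a log2 range of 2.46 (adjusted p = 0.0196) with medians under 0.1 CPM and a highest value of 4519.5 CPM. Its adjusted p ran from 6.56e-06 to 0.403 over the alternatives, being 0.403 on the deposited scores and 0.236 without the libraries of lowest total count, and reads shared with its near-identical copies make its value uncertain.

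**Figure D4:**
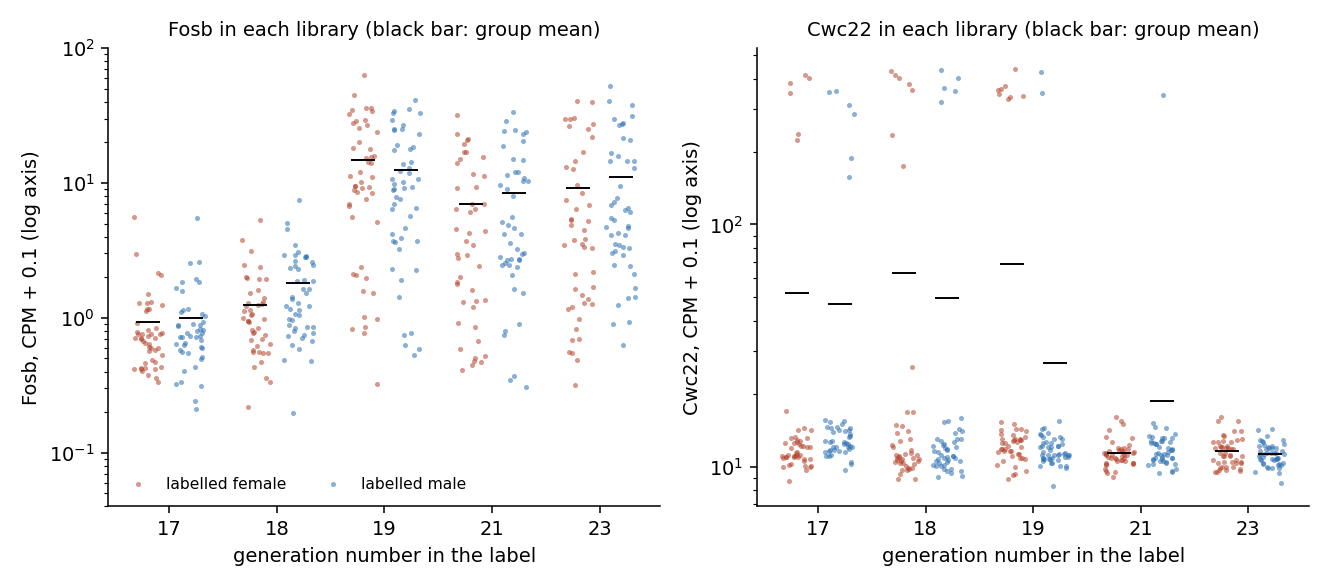
Fosb (left) and Cwc22 (right) in each library by generation number and labelled sex, in CPM with 0.1 added, on log axes, with black bars for group means. Mean Fosb lay between 0.860 and 1.43 CPM in generations 17 and 18 and between 7.58 and 13.6 CPM in the later 3.

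Scores of the gene lists were compared between generations by permutation tests. The immediate-early list, to which Fos and Fosb belong, had 29.0% of its variance between generations (adjusted p = 6.5e-05, from the smallest p that the permutations can give, 1e-05), with mean scores of -0.598 ± 0.371, -0.354 ± 0.435, 0.507 ± 0.848, 0.175 ± 0.686 and 0.239 ± 0.728 in generations 17, 18, 19, 21 and 23. Within each block the share was between 22.4% and 36.4%, with p from 1e-05 to 0.00023. The erythroid list had 6.63% (adjusted p = 6.5e-05; lowest in 18, highest in 23), with p of 0.427 in block 1 and from 0.0117 to 0.042 in the other 4. The adipocyte list had 3.42% (adjusted p = 0.0117) and the macrophage list 3.21% (adjusted p = 0.0129), both lowest in 18 and highest in 23, but within blocks their p ranged from 0.0421 to 0.999 and from 0.00112 to 0.784, so neither held in every block. The clock list did not pass (2.21%, adjusted p = 0.0838), and the other 8 lists had adjusted p from 0.199 to 0.983. Log2 CPM and the removal of block as well as sex changed none of these calls, and the immediate-early share ranged from 28.8% to 29.3% under both.

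The interaction asks whether the difference between the sexes itself differs between generations. By edgeR's test 100 genes (0.531%) passed the threshold, and 1123 (5.97%) had an unadjusted p under 0.05. Of 100 splits with reassigned labels, 64 gave as many genes. The deposited scores moved this most: limma on them called 0 genes, with 870 (4.62%) at an unadjusted p under 0.05. The 3 smallest p belonged to Gm21244 (ENSMUSG00000094484, Y chromosome, 7165068 to 7169293, adjusted p = 1.74e-27), Gm37158 (ENSMUSG00000103234, Y chromosome, 16691330 to 16697033, adjusted p = 2.55e-27) and Igtp (ENSMUSG00000078853, chromosome 11, 58199556 to 58207591, adjusted p = 7.83e-17). The Y-linked pair had 0 counts in all libraries labelled female but DO048, where Gm21244 was at 2.15 CPM and Gm37158 at 9.21 CPM. Without DO048 both had an adjusted p of 1, and the range of their interaction terms went from 4.99 to 0.15 for Gm21244 and from 6.94 to 0.20 for Gm37158. Igtp was at 830 CPM in the library labelled female DO326 of generation 21, and its median in that generation was 5.45 CPM. Without DO326 the range of its interaction terms went from 3.18 to 1.98 (adjusted p = 1.26e-07, from 3.01e-17 to 0.91 over the alternatives) and the count of genes from 100 to 76, of which 74 were among the 100. Igtp overlaps Irgm2, so that reads of both may have been counted together.

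Library blocks were compared as a technical check. With sex and generation as covariates, 8915 genes (47.4%) differed between blocks, with a range of at least 1.5-fold in 6.67% of them. Block 1 stood apart, being the lowest for 44.2% and the highest for 41.9% of the called genes. The 3 smallest p belonged to Bri3 (ENSMUSG00000047843, chromosome 5, 144244437 to 144446757), Tmem160 (ENSMUSG00000019158, chromosome 7, 16452779 to 16455494) and Nr2f6 (ENSMUSG00000002393, chromosome 8, 71374123 to 71381960). Bri3 was 6.81 ± 1.01, 9.26 ± 1.95, 13.6 ± 1.99, 11.8 ± 1.39 and 13.9 ± 2.26 CPM in blocks 1 to 5 (log2 range 1.02, adjusted p = 2.01e-135). Tmem160 was 4.05 ± 1.11, 6.66 ± 1.39, 9.67 ± 1.35, 8.32 ± 0.987 and 9.59 ± 1.70 CPM (log2 range 1.25, adjusted p = 3.2e-120), and Nr2f6 4.04 ± 0.884, 6.42 ± 1.204, 8.54 ± 1.10, 7.06 ± 0.960 and 8.10 ± 1.26 CPM (log2 range 1.07, adjusted p = 3.34e-118). Across genes, which are not independent replicates, the difference between block 1 and the other blocks had a rank correlation of -0.681 with GC content and 0.248 with transcript length. The correction for both moved the count most, to 29.0% of the genes tested. Bri3 overlaps 3 other genes of the table and Nr2f6 overlaps Ocel1, which leaves their counts uncertain where strand was not used.

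The difference in spread between the sexes asks whether animals of 1 sex vary more. The deviation from the group median differed for 1045 genes (5.55%, limma, adjusted p under 0.05), and 68.4% of these varied more in females. From log2 CPM, the alternative that moved it most, 3.66% of genes were called. Most of these genes (88.0%) differed in mean as well, and in 90.0% of those the sex with the higher mean had the larger spread. The largest differences were Pgk1-rs7 (ENSMUSG00000066632, chromosome 12, 10898986 to 10900240; male minus female -1.13, SE 0.24, adjusted p = 0.000209), Sms-ps (ENSMUSG00000081752, X chromosome, 62775585 to 62776685; 0.97, SE 0.11, adjusted p = 1.84e-13) and Mup10 (-0.87, SE 0.07, adjusted p = 3.86e-27). The first and second are processed pseudogenes. The 5 largest residual SDs of the score after sex and generation were those of Gm12671 (ENSMUSG00000095937, chromosome 4, 91851668 to 91852669; 4.27), Gm10359 (ENSMUSG00000094708, chromosome 5, 105862701 to 105863702; 4.24), Gm13394 (ENSMUSG00000083773, chromosome 2, 28933610 to 28934609; 4.07), Gm7336 (ENSMUSG00000078636, chromosome 7, 51746647 to 51747878; 3.56) and Gm29216 (ENSMUSG00000101249, chromosome 1, 24615706 to 24616197; 3.46). All 5 are pseudogenes (Gm13394 also overlaps Cfap77), whose counts are uncertain where reads could be divided with a copy.

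The study separates local from distant genetic regulation, which without genotypes can be looked at only indirectly, by whether neighbouring genes vary together. Over 10861 autosomal genes that overlap no other gene, 281952 pairs with starts within 4 Mb had a median absolute correlation of 0.0878, against 0.0616 for pairs on different autosomes. The difference of 0.0262 exceeded every shuffle of gene positions, the largest of which gave 0.00103 (p = 0.001, the smallest that these shuffles can give). The limit on distance moved it most: within 1 Mb it was 0.0382 (p = 0.001). Within blocks it lay between 0.0189 and 0.0212 (p = 0.01 in each, the smallest that 99 shuffles can give). The median fell with distance, from 0.134 for pairs within 0.05 Mb through 0.117, 0.106, 0.0984, 0.0935 and 0.0868 to 0.0801 for pairs 2 to 4 Mb apart.

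**Figure D5:**
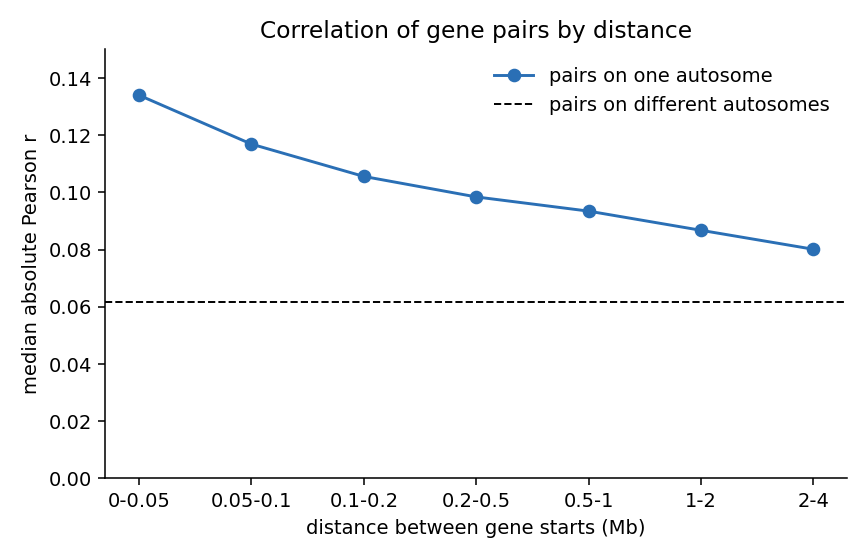
Median absolute Pearson correlation of gene pairs on the same autosome by the distance between gene starts in Mb, after removal of sex and generation. The values fall from 0.134 to 0.0801, above the dashed line at 0.0616 for pairs on different autosomes.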

Values the study reported

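The study described a population of 482 Diversity Outbred mice, of which 240 were females and 242 were males, and gave their generations as 18, 19 and 21. It called an expression locus local when it lay no further than 4 Mb from where transcription of its gene starts.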

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

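The test on random splits was set down before its result was known, and the tests on extreme animals, on libraries that depart from their label, on the autosomal score and without single libraries were chosen only after the results were seen. All results here come from the interaction test, which asked whether the difference between males and females differs between generations.

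The interaction passed the threshold for 100 genes. Labels reassigned within each sex gave as many calls in 64 of 100 splits, the real one included (median of the drawn splits 125, largest 650), so chance cannot be excluded for this count. The self-test on simulated data placed 4.23% of interaction calls on unchanged genes. It cannot weigh against the splits, because its counts were drawn at the fitted trend of dispersion without extreme animals. Single animals with extreme values may account for many of these calls: with the highest count of each gene in each group lowered to the next highest, 36 of the 100 genes were still called. Libraries whose sex-linked RNA departs from their label do not account for them as a set, since 92 were still called without those 5 libraries. The test of edgeR with a trended dispersion may therefore call genes in which 1 animal lies far above its group. The reassigned labels hold the same extreme animals. A true difference between generations in the effect of sex was not excluded for the remaining genes, and stays open.

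Gm21244 had an adjusted p of 1.74e-27 and Gm37158 one of 2.55e-27. Both are Y-linked, and among libraries labelled female only DO048 of generation 17 had counts of them. Without DO048 the adjusted p was 1 for both. The adjusted p was 1 also with the highest counts lowered, and 0.999 for both on the deposited scores. Male RNA mixed into DO048 would raise all Y-linked genes alike, which the level of Gm21244 at 105.9% of the male median beside Ddx3y at 0.154% argues against. The interaction of this pair therefore rests on 1 animal. Copies of part of the Y chromosome in this animal, or a counting step that used a recorded sex, were not tested and cannot be told apart here. The interaction also needs the column name of DO048 to be right, since DO048 and DO308 stand in exchanged places in the tables. Their scores of 10.3 and 78.7 on autosomal genes that differ between the sexes, with females at 0 and males at 100, argue against an exchange. Reads shared between near-identical Y-linked genes and pseudogenes were not excluded.

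Igtp had an adjusted p of 7.83e-17. The highest value was 830 CPM in the library labelled female DO326 of generation 21, and the next were 202 CPM in the library labelled male DO094 of generation 17 and 185 and 137 CPM in the libraries labelled female DO333 and DO337 of generation 21. In DO326, Irgm2 was at 1069 CPM and Iigp1 at 2814 CPM, so that more than 1 gene was high. Without DO326 the range of the interaction terms of Igtp went from 3.18 to 1.98 and its adjusted p was 1.26e-07, with the highest counts lowered it was 4.61e-13, and on the deposited scores 0.91, with a range from 3.01e-17 to 0.91 over all alternatives. A few animals with high values, most of them females of generation 21, may account for the call. The animals lie in different library blocks (1, 5, 5 and 3), which argues against a single block as the source. The health of single animals was not recorded in the labels, and neither this nor the genotype was tested.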

How the results depend on the processing

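The alternatives chosen after seeing the data were the correction for GC content and length, total count and list scores as covariates, the lowering of the highest counts, and leaving out libraries by their sex-linked RNA or by Igtp. Among 112 values of the 13 main results under the alternatives, 100 kept their direction and stayed within 1.5 times or on their side of the threshold.

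The share of genes called between the sexes ranged from 46.8% to 63.7% under 17 alternatives, and that between generations from 6.85% to 10.04% under 17. The other 12 values were these. With the filter that asks for a CPM of at least 1 in at least 50% of libraries, the calls over 1.5-fold fell to 2.10% of the genes tested for sex and 0.632% for generation, and the interaction calls to 0.275%. This filter tests fewer genes, all of them above its limit, and the cause was not tested further. Limma on the deposited scores gave 0.850% for sex and 0.122% for generation over 1.5-fold, and 0 interaction genes (870 at an unadjusted p under 0.05, against 100 calls and 1123 by edgeR). The VST draws the differences of low counts together, and beyond that the cause was not tested. With the highest counts lowered, the interaction calls fell to 0.260% (49 genes, of which 36 were among the 100). Single high values may account for a part of this fall, and the cause was not tested further. With the trends with GC content and length removed, the block calls fell to 29.0%. The difference in spread fell to 3.66% from log2 CPM and to 3.69% without the libraries of lowest total count. The cause was not tested for the first, and the second has fewer libraries. The lists by sex went from 4 to 0 with an estimated correlation and to 11 by fry, which tests each list by itself and not against the other genes.

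Of single values, 1 reversed: Pparg was higher in males with the list scores as covariates (log2 0.11, adjusted p = 0.00198, from 0.000242 to 0.0219 over its alternatives). The adipocyte score is one of these, and the cause was not tested further. The share of PC1 that went with sex, 78.4%, was 47.9% from log2 CPM and 0.441% with each gene scaled to unit variance.

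Of the differences between the sexes of named genes under the alternatives, 4 fell short of the threshold, 4 newly passed it, and all but these and Pparg kept their direction and side. Of 220 ranges between generations, 211 were kept, 8 fell short and 1 newly passed. Of 42 ranges of interaction terms, 33 were kept and 9 fell short. All 30 ranges between blocks, all 12 differences in spread and all 20 residual SDs were kept or moved by less than their spread. Of 52 list results by sex, 41 were kept, 4 fell short and 7 newly passed, and all 26 list results by generation were kept.

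Depth limits these results little for abundant genes, since the lowest total was 35.9 mega-counts. Genes with counts near 0 in most animals, such as Gm13339 and Ucp1, rest on the animals that express them. Counts in the table divide reads between near-identical genes by an estimate, which no alternative here can change.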

Other observations

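The tests on the sex-linked RNA of single libraries and their autosomal score, on Alb and on Cwc22 were chosen only after the results were seen, and so were the corrections for GC content, total count and list scores as alternatives. The brown fat list was drawn up once Ucp1 was seen to differ, but before the list was tested. The other tests in this part had been set down before their results were known. Explanations are read only as far as these tests reach.

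Whether chance alone gives results of this size was asked with 100 splits of the libraries into groups of the same sizes, the real one included. For the genes that differ between the sexes, 1 of 100 splits gave as many calls, the real one, and the 99 drawn splits had a median of 7. The count over 1.5-fold (1 of 100), the spread between the sexes (1 of 100), the generation genes (1 of 100, drawn median 130, largest 1244) and the library block genes (1 of 100, drawn median 75, largest 738) were also reached only by the real split. For generation genes over 1.5-fold, 13 of 100 splits gave as many, so chance cannot be excluded for that count. For the gene lists by sex, 66 of 100 splits gave at least the 4 lists called by camera with its preset correlation. Chance therefore cannot be excluded for the number of lists.

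The difference between the sexes covered more than 50% of the genes. The tables argue against a difference in cell-type and fibre-type make-up, as far as the lists score it, as the whole cause: with the scores of 6 lists as covariates, 8141 of the 10362 genes were still called. After removal of each library's trends with GC content and transcript length, 9841 were still called. Other cell types than those scored, and direct effects of sex, were not tested and stay open.

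For the generation genes, 1387 of 1423 were still called after removal of the trends with GC content and length, and 1128 with the list scores as covariates. The immediate-early genes, which respond within minutes to handling and activity, had the largest share of variance between generations among the lists. Differences between library blocks did not account for it, since the list passed in 5 of 5 blocks taken alone. Total count did not either: with it removed, generation took 29.1% of the variance of the score, against 29.0% before. Collection at another time of day would move clock genes, and with the clock genes regressed out 27.3% remained. What stays open is the handling of the animals and the time to freezing, which may have differed between cohorts and which the labels do not record, and genetic change between generations, which was not tested.

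The library blocks differed in 47.4% of genes. Mean rank correlation of a library's deviations with GC content was -0.152 ± 0.184 in block 1 and between 0.0216 and 0.0756 in the other blocks, and genes lowest in block 1 had a median GC content of 55.4%, against 49.3% for all genes tested. GC content and length as smooth trends do not explain all of it, since 4850 of the 8915 genes were still called after their removal. With total count as a covariate 8690 were still called. A part of the block difference may therefore come from GC-dependent steps of library preparation, and the rest from some other feature of the blocks. No biological explanation was tested, because the labels give none for the blocks.

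Sex-linked RNA departed from the label in 5 libraries. An exchange of a library labelled female with an ordinary male one would need Ddx3y at the male level in a library labelled female, and there were 0. This argues against such an exchange only if the counting took no account of a recorded sex, which the sources do not state. Ddx3y had exactly 0 counts in every library labelled female but DO048. An exchange of DO048 and DO308 with each other would not show in Ddx3y, and the columns of this pair stand in exchanged places in both tables. On the score of 958 autosomal genes that differ between the sexes, 2 of these 2 libraries lay on the side of their labelled sex. DO048 was at 10.3, where 3.38% of other males were as low, and DO308 at 78.7, above all other females (highest 48.5). This argues against that exchange, and the values by column name were kept.

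The 3 libraries without Ddx3y and with little or no Xist, DO308, DO153 and DO347, were compared at 4 X-linked genes that escape inactivation (Kdm6a, Kdm5c, Eif2s3x and Ddx3x). All 12 of 12 values were nearer to the male than to the female median. For DO153 and DO347, a candidate explanation is that their muscle had a single X chromosome and no Y. For DO308 the escape genes cannot decide this, since an ordinary male would show such values too. On the autosomal score DO153 (16.5) and DO347 (22.7) lay with females, and DO308 lay with males, so the score gives no sign of a wrong sex on these labels. How DO308 came to lack counts of Y-linked genes stays open, a counting step that used a recorded sex included. An exchange with an animal outside the series stays open here as well, because the files hold no genotypes.

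In the library labelled female DO048, Gm21244 was at 105.9% of the male median, Gm37158 at 86.9% and Gm47283 at 81.5%, whereas Ddx3y, Eif2s3y, Kdm5d and Uty were at 0.154%, 0.486%, 0.386% and 0.918%. Male RNA mixed into the library would raise all of them alike, which these values argue against. All 8 Y-linked genes tested had 0 counts in every other library labelled female and in DO308. The sources used here do not state whether a recorded sex entered the counting. The counts alone therefore cannot tell copies of part of the Y chromosome elsewhere in this animal's genome from such a step. Neither was tested. In the library labelled male DO193, Xist was 5.85% of the way from the male to the female median. Female RNA mixed in to that extent would move the escape genes as far, and they lay at 44.9%, 22.7%, 5.63% and 60.7% of the way (median 33.8%) with an SD over other males from 15.2% to 31.4%. This cannot be told apart from other causes, such as an extra X chromosome in some cells, because the male values spread too widely for a share this small.

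Alb, a liver gene, was at 763.4 CPM in 1 animal, the library labelled female DO022 (generation 17, block 3), and at most 19.8 CPM in any other. Of the 11 genes of the liver list that were in the table, 10 were at their highest over all libraries in this one, among them Trf at 324.7 CPM, Pzp at 75.03, Ahsg at 64.4 and Hpx at 46.4. Cyp2e1 was at 39.5 CPM and ranked 31. Muscle also expresses some of the list: Trf, Vtn, Cyp2e1 and Rbp4 had medians from 1.91 to 14.1 CPM over all libraries. Liver RNA in this library is consistent with these values. How it came there, and any change in the animal itself, was not tested.

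Ucp1 was higher in females, and brown fat cells in the sampled tissue are a candidate explanation. Among females, Ucp1 had Pearson r = 0.851 and Spearman rho = 0.529 with the score of 7 other brown fat genes (permutation p = 1e-05 for both, the smallest possible, adjusted p = 1e-05 over 2 relations). Without the 2 females farthest from the median score r was 0.836, and within blocks it ran from 0.738 to 0.883. The median rank correlation with single markers was 0.366, from Cidea (0.626), Slc27a2 (0.555), Otop1 (0.532), Kng2 (0.366), Dio2 (0.246) and Ppara (0.106) to Zic1 (-0.112). The score of white adipocyte genes had r = 0.676 and rho = 0.491 (permutation p = 1e-05 for both), r = 0.657 without the 2 farthest, and 0.599 to 0.733 within blocks. Fat attached to the muscle may therefore vary between animals, with brown fat in some of it. A difference between the sexes in the fat itself was not tested. Mean CPM in females and males was 3.10 and 1.35 for Cidea, 0.218 and 0.0484 for Slc27a2, 1.05 and 0.585 for Otop1, 0.222 and 0.0857 for Kng2, 3.67 and 2.62 for Dio2, 19.2 and 17.6 for Ppara, which muscle expresses too, and 1.10 and 1.38 for Zic1, the only one lower in females.

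Among the 100 genes of largest residual spread, 76% were pseudogenes, against 4.95% of all genes tested. Reads shared with near-identical copies, whose division may depend on which founder alleles an animal carries, are a candidate explanation, and the genetic differences between animals stay open with it. For the spread between the sexes, 125 of 1045 called genes showed no difference in mean. A difference in mean level may explain the others, and for the whole set both cannot be told apart, since 88.0% of the genes changed in mean and spread at once. Neighbouring genes of the same family that share reads do not explain the local pair correlation: without pairs whose symbols start with the same 3 letters the difference was 0.0257, against 0.0262 with them. Shared local genetic variants and shared chromatin stay open, as the files hold no genotypes.

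Cwc22 lay far above the rest in 35 animals, between which and the others there was a gap from 25.7 to 157 CPM (medians 354.9 above and 11.3 below). These were 12 of 94 libraries in generation 17, 12 of 93 in 18, 10 of 99 in 19, 1 of 93 in 21 and 0 of 95 in 23, and 21 were females and 14 males. The tables argue against differences between library blocks, since 5 of 5 blocks held such a library (5, 9, 7, 8 and 6). Copies of the locus that only some animals carry would tie Cwc22 to variants nearby. Its median absolute correlation with 44 genes within 4 Mb was 0.0556, against 0.0326 for genes on other autosomes. Random sets of genes on other autosomes reached this with p = 3e-04. Of the genes within 4 Mb, Nckap1 had the highest correlation with Cwc22 (r = 0.346). But 42.5% of 1946 other autosomal genes had as large an excess as the 0.0231 of Cwc22 (median 0.0177), and 22.1% as large a ratio. An excess of this size is thus common among genes, and by itself it does not show a tie to variants nearby. The compared genes may themselves vary with variants near them, so this comparison does not argue against such a tie either. Copies further than 4 Mb from the gene would lie outside the distance examined. Extra copies in some founder haplotypes cannot be told apart from other local variants or shared chromatin, because the files hold no genotypes.

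Reads of such copies, if any, counted at other genes were looked for as well. On other chromosomes 3 genes had an absolute correlation over 0.8 with Cwc22: Gm42764 (chromosome 5, r = 0.816), Gm42900 (chromosome 5, r = 0.892) and Gm19757 (chromosome 6, r = 0.897), and on chromosome 2 Il1f9 (24186476 to 24193568, r = 0.899). These are pooled values over animals that fall into separate clusters, so they were read only as which animals are high. The 35 animals high in Cwc22 were among the 35 highest for 35, 35, 34 and 35 of them. Of 20 genes of like residual spread, the median had 0 such followers and 1 had at least as many. Genes picked for this correlation must be high in the same animals, so reads of extra copies cannot be told apart from a shared cause in those animals, and sequences were not compared.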
